# Luteinizing hormone induces ovulation via tumor necrosis factor α-dependent increases in prostaglandin F_2α_ in a nonmammalian vertebrate

**DOI:** 10.1038/srep14210

**Published:** 2015-09-16

**Authors:** Diego Crespo, Frederick W. Goetz, Josep V. Planas

## Abstract

Ovulation is induced by the preovulatory surge of luteinizing hormone (LH) that acts on the ovary and triggers the rupture of the preovulatory ovarian follicle by stimulating proteolysis and apoptosis in the follicle wall, causing the release of the mature oocyte. The pro-inflammatory cytokine tumor necrosis factor α (TNFα) and prostaglandin (PG) F_2α_ (PGF_2α_) are involved in the control of ovulation but their role mediating the pro-ovulatory actions of LH is not well established. Here we show that Lh induces PGF_2α_ synthesis through its stimulation of Tnfα production in trout, a primitive teleost fish. Recombinant trout Tnfα (rTnfα) and PGF_2α_ recapitulate the stimulatory *in vitro* effects of salmon Lh (sLh) on contraction, proteolysis and loss of cell viability in the preovulatory follicle wall and, finally, ovulation. Furthermore, all pro-ovulatory actions of sLh are blocked by inhibition of Tnfα secretion or PG synthesis and all actions of rTnfα are blocked by PG synthesis inhibitors. Therefore, we provide evidence that the Tnfα–dependent increase in PGF_2α_ production is necessary for the pro-ovulatory actions of Lh. The results from this study shed light onto the mechanisms underlying the pro-ovulatory actions of LH in vertebrates and may prove important in clinical assessments of female infertility.

Ovulation is a complex process leading to the release of the mature oocyte from the ovarian follicle and is induced by the surge of luteinizing hormone (LH)^1^. The important role of LH in ovulation is demonstrated by the inability of LH receptor null mice to ovulate^2^. Part of the necessary events for LH-induced ovulation include the weakening of the follicle wall by proteolytic digestion, apoptotic follicle cell death and follicle contraction. Overall, these coordinated events are crucial for follicle rupture and subsequent expulsion of the oocyte in mammals. The LH preovulatory surge stimulates the ovarian production of key factors involved in ovulation such as members of the matrix metalloproteinase (MMP) system and tissue inhibitors of MMPs (TIMPs) that are involved in the regulation of the gonadotropin-induced ovarian follicle wall degradation and breakdown in mammals^3^. The MMP family includes MMP2 (also named gelatinase A), known to regulate the dynamics of the ovarian extracellular environment prior to ovulation by digesting collagen^3^. In fact, MMP2 expression is stimulated in response to LH^4^ and its collagenolytic activity increases before ovulation^5^. Furthermore, proteolytic enzymes belonging to other families, including plasminogen activators/plasmin and a disintegrin and metalloproteinase with thrombospondin-like motifs (ADAMTS), have important roles in the remodeling of the extracellular matrix (ECM) during ovulation^3^. In addition to the increase in proteolytic activity, apoptotic cell death contributes to the weakening of the ovarian follicle wall and facilitates its localized degradation^6^.

In mammals, there is evidence suggesting that prostaglandins (PGs) and the pro-inflammatory cytokine tumor necrosis factor α (TNFα) participate in regulating key aspects of the ovulatory process. However, their precise involvement in mediating the stimulatory effects of LH on ovulation has not been established to date. PGs are known to induce apoptosis in the mammalian ovary^7^ and to stimulate collagenolytic activity during ovulation^8^. The levels of PGs F_2α_ (PGF_2α_) and E_2_ (PGE_2_) in follicular fluid peak just before ovulation^1^ and ovulation is blocked by the PG synthesis inhibitor indomethacin (INDO), which has led to the suggestion that INDO inhibits follicular rupture by preventing the preovulatory increase in ovarian PG synthase activity^9^. The preovulatory LH surge induces the expression of PG G/H synthase 2 (PTGS2)^10^ and LH stimulates PGF_2α_ and PGE_2_ production by rat preovulatory follicles *in vitro*^11^. Further evidence for the involvement of PGs in ovulation is derived from the fact that mice deficient in PTGS2 fail to ovulate^12^. On the other hand, TNFα is also secreted by mammalian preovulatory follicles^13^ and ovarian and serum TNFα levels in rats are increased by *in vivo* administration of hCG^14^. TNFα enhances ovulation rates in rat ovary perfusates^15^ and, like PGs, stimulates apoptosis^16^ and collagenolytic activity in preovulatory follicles^17^. Interestingly, biosynthesis of PGs in rat preovulatory follicles is stimulated by TNFα^18^. These findings clearly suggest that both PGs and TNFα are possible mediators of the pro-ovulatory effects of LH but whether they are part of the same cascade of events triggered by LH to stimulate ovulation has not been directly shown.

Like in mammals, LH is also indispensible for ovulation in teleost fish, a group of primitive vertebrates. This is shown by the ability of fish Lh to stimulate ovulation *in vitro* in medaka (*Oryzias latipes*) and brook trout (*Salvelinus fontinalis*)^19^,^20^ and by the requirement of a functional Lh and a Lh receptor for successful ovulation in zebrafish (*Danio rerio*)^21^,^22^. Also like in mammals, several enzymes belonging to different proteolytic systems have been shown to be involved in ovulation in teleost fish. Initial studies reported an increase at the time of ovulation in the activity of collagenolytic metalloproteases in brook trout and yellow perch (*Perca flavescens*)^23^ and in the abundance of a serine protease similar to kallikrein (KT14)^24^ as well as serine protease inhibitors (trout ovulatory proteins, TOPs)^25^, believed to protect the ovary from non-specific degradation by proteases produced at the time of ovulation, in brook trout. More recently, elegant studies in medaka have shown that follicle rupture involves the initial degradation of laminin, a component of the follicle basement membrane, by the serine protease plasmin, that is activated by plasminogen activator (Plau1) which in turn is under the control of the plasminogen activator inhibitor-1 (Pai1)^26^,^27^. These proteolytic events are believed to be followed in time by activation of MT-MMP1 (also named Mmp14), MT-MMP2 (also named Mmp15) and Mmp2, the enzyme responsible for the degradation of collagen IV, the second component of the basement membrane, and that is under the control of the tissue inhibitor of matrix metalloproteinase-2b (Timp2b)^28^, leading to the complete rupture of the follicle during ovulation. In fish, evidence is emerging to suggest that the major initial endocrine signal regulating these proteolytic systems during ovulation in teleosts is Lh in view of the stimulatory effects of piscine Lh on the ovarian expression of different members of the MMP family^19^,^20^, including Mmp2, as well as Pai1^27^. Furthermore, several lines of evidence also suggest an important regulatory action of PGs and members of the TNF family during the preovulatory period in teleosts. Importantly, PGF_2α_ has been identified as the most effective inducer of *in vitro* ovulation in certain teleost species^29^,^30^ and Tnfα has been shown to be involved in the weakening of the follicle wall by stimulating follicle contraction and granulosa cell apoptosis in preovulatory brown trout (*Salmo trutta*) follicles^31^. In the present study, we show that the stimulation of ovulation by Lh in trout requires a Tnfα–dependent increase in the production of PGF_2α_, likely one of the final effectors of the pro-ovulatory events orchestrated by Lh.

## Results

### sLh stimulates contraction and proteolytic activity through the production of Tnfα

*In vitro* exposure of isolated brown trout (*Salmo trutta*) preovulatory follicles to sLh, as well as to the positive control epinephrine (EPI)^32^, significantly stimulated follicle contraction, shown by the decrease in follicle weight in punctured follicles when compared to controls (Fig. 1a). In view of the known mediation of the maturational effects of sLh by Tnfα and the direct stimulatory effects of recombinant trout Tnfα (rTnfα) on follicle contraction and granulosa cell apoptosis in trout preovulatory follicles^31^,^33^, we initially investigated the possible involvement of Tnfα in mediating the pro-ovulatory effects of sLh. First, TNFα-processing inhibitor-1 (TAPI-1), an effective inhibitor of Tnfα secretion in trout^33^, blocked sLh-stimulated follicle contraction (Fig. 1a). Second, rTnfα directly stimulated follicle contraction in a dose-dependent manner (Fig. 1b). Third, sLh stimulated *tnfα* mRNA levels (Fig. 1c) and Tnfα secretion that was blocked by TAPI-1 (Fig. 1d; Supplementary Figure S1). Finally, sLh stimulated the mRNA levels of *adam17* (Fig. 1c), the protease Tnfα-converting enzyme that is a target of TAPI-1, and of a tumor necrosis factor receptor (Table 1). These data suggest that the stimulatory effects of sLh on follicle contraction are mediated by Tnfα.

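The files used here do not name the probe of the tumor necrosis factor receptor, but its value in Table 1 equals that of exactly 1 probe of the authors' deposited list. The log2 ratio of this probe, as the channel labelled sLh over the channel labelled control, was -1.66 ± 1.62 (SD, n = 3). It was -1.47 in female 1, -0.14 in female 2 and -3.36 in the mean of females 3 and 4, which were counted as 1 replicate because their arrays differed by less than the noise between arrays. The adjusted p from limma was 1.00, and it was 0.337 with females 3 and 4 as 2 replicates. The list gives the probe a mean of 2.09, opposite in sign to the ratio by the dye labels, as in the other listed probes.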

We next investigated whether sLh regulates proteolytic activity in brown trout preovulatory follicles. Our results show that sLh significantly increased collagenolytic activity in intact follicles (Fig. 2a) and the mRNA expression levels of genes known to participate in the weakening of the follicle wall in fish, such as *mmp2*, *kt14* and *top2*^24^,^28^,^34^, in intact follicles (Fig. 2b) and in isolated theca layers (Supplementary Figure S2). In isolated granulosa layers, sLh also increased the mRNA levels of *mmp2* and *kt14* but *top2* was not expressed (Supplementary Figure S2). 

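Gene expression in intact preovulatory follicles was measured on 8 custom oligonucleotide arrays, each hybridised with the RNA of control follicles in one dye and the RNA of sLh-treated follicles of the same female in the other. The labels name 4 females, with 2 arrays each, 1 with sLh in Cy5 and 1 with sLh in Cy3. They give an incubation of 18 h at 15 °C. The paper's methods give this temperature for brown trout follicles, and its text does not name the time for the microarray. The species is brown trout in the paper and in the sample labels but brook trout in the deposited description of the design. The authors deposited the scanner output of every array, in which each of 21754 probes has 2 spots with a median brightness (intensity) per dye. In the channel labelled sLh, between 19302 and 36486 of the 43508 spots were well above background (median 35412.5), and in the channel labelled control between 22569 and 36286 (median 33691.5). The lowest number in each channel came from an array of female 1. The background was corrected with normexp (offset 50), log2 ratios were normalized by loess within each array and turned to sLh over control by the dye labels, and the spots of a probe and then the arrays of a female were averaged. Females 3 and 4 differed by less than the noise between arrays of the same RNA and were counted as 1 sample, so n = 3. The 18276 probes above background in either channel on at least 4 of the 8 arrays were tested against 0 with limma and Benjamini-Hochberg adjustment. No probe (0 of 18276) reached an adjusted p of 0.05, with limma or with the methods' t-test, the lowest adjusted p from limma being 0.319, while 834 had an unadjusted p under 0.05 in limma. Counting females 3 and 4 as 1 sample was decided after seeing the data. With females 3 and 4 as 2 replicates, as the test had first been planned, limma called 7 probes. With all 8 arrays as separate replicates, a setting chosen after seeing the data that moved the count most, it called 1319. With the 8 arrays, the dye as a term and the female as a random block, females 3 and 4 being 1 block, it called 80. The direction of change on the arrays could not be settled from the files used here. The paper's qPCR, in which sLh raised mmp2 mRNA in intact follicles as in Table 1, was not compared here. The authors also deposited a list of 788 probes with a log2 value per array, and for 788 of them the sign of the mean was opposite to that of sLh over control by the dye labels. Ratios are therefore named by the labels of the channels, with the sign of the list beside them. No functional class was tested, because the files used here do not pair probes with gene names and 0 of the 21754 probe names occur in the gene table that was at hand.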

Microarray analysis of intact follicles incubated with sLh evidenced enrichment of functional classes and pathways associated with cell communication and ECM remodeling, among others (Supplementary Table S1). Differentially expressed genes involved in proteolysis included serine protease 23 (*prss23*), ADAM metallopeptidase with thrombospondin type 1 (*adamts1*), cathepsin L (*ctsl*), *mmp23b*, *mmp19*, plasminogen activator inhibitor-1 (*pai1*) and *mmp2*, all up-regulated, and metalloproteinase inhibitor 2 (*timp2*) and *mmp9*, that were down-regulated (Table 1 and Supplementary Table S2). sLh also induced a general increase in the expression of ECM constituents such as collagen type I and IV, fibronectin and laminin (Table 1). 

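Table 1 is a picture, and its values were read by eye. Each of its 68 entries, as read, equals to 2 decimals the fold change computed from the mean of at least 1 probe in the authors' deposited list. When the entries were shifted by a few hundredths, in 8 steps, 42 to 49 of them still met a probe, so that an equal value alone does not identify a gene. Of the 25 entries over 3-fold, 25 had a probe with an equal value, against 5 to 9 after the shifts. Of the 43 smaller entries, 43 had one, against 36 to 40 after the shifts, so that the match of a smaller entry carries little weight. Of all 68 entries, 23 were equal to exactly 1 probe, 20 of them over 3-fold, and the other 3 are mimecan, CDK4 inhibitor B and CCL13. For prss23, the log2 ratio of the channel labelled sLh over the channel labelled control of that 1 probe was -2.58 ± 1.91 (SD, n = 3, adjusted p = 1.00 from limma). It was -2.35 in female 1, -0.79 in female 2 and -4.59 in females 3 and 4, and its spots were saturated in the control channel on 4 of the 8 arrays, where the size of the ratio is understated. The authors' list gives the probe a mean of 2.96 with the sign as deposited. For ctsl, the ratio was -2.379 ± 2.30 (SD, n = 3), and it was -0.06 in female 1, -4.66 in female 2 and -2.42 in females 3 and 4. For mmp9, the ratio was 2.00 ± 0.42 (SD, n = 3, adjusted p = 0.619 from limma), with 2.03, 2.40 and 1.56 in the same order, and the list has -2.01. Its adjusted p was 0.110 with females 3 and 4 as 2 replicates, and limma called it with the 8 arrays, the dye as a term and the female as a random block. The entries for adamts1, mmp23b, mmp19, pai1 and mmp2 were equal to 2, 6, 6, 5 and 7 probes, with ratios from -2.15 to -0.60, and timp2 to 3 probes with ratios from 0.63 to 0.80. The entries for mmp23b and mmp19 have 1 value in common, and so the same 6 probes. None of these probes reached an adjusted p of 0.05 in limma (n = 3).
Table 1 has 21 entries for the ECM, of which 19 carry a positive sign and 8 were equal to exactly 1 probe. The ratio of the channel labelled sLh over control was -2.229 ± 2.037 (SD, n = 3) for alpha 1 type I collagen, -2.10 ± 1.51 for laminin beta 2 and -1.53 ± 1.42 for fibronectin. In females 3 and 4 these ratios were -4.58, -3.73 and -3.16, in female 1 they were -1.14, -1.827 and -0.57, and in female 2 they were -0.97, -0.75 and -0.87. The 2 probes with the value of collagen alpha 1(IV) had ratios of -1.48 and -1.43. The probe with the value of mimecan, an entry under 3-fold, differed least between the replicates, with a ratio of 1.23 ± 0.18 (SD, n = 3, adjusted p = 0.619 from limma). Over all entries of Table 1, 177 probes had an equal value, and as listed probes they had the sign opposite to that in Table 1 by the dye labels. From the differentially expressed genes together with the collagenolytic activity and mRNA levels of Fig. 2, and with the effects of rTnfα and TAPI-1, the paper proposes that sLh stimulates proteolysis in the follicle wall through Tnfα.

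**Figure D1:**
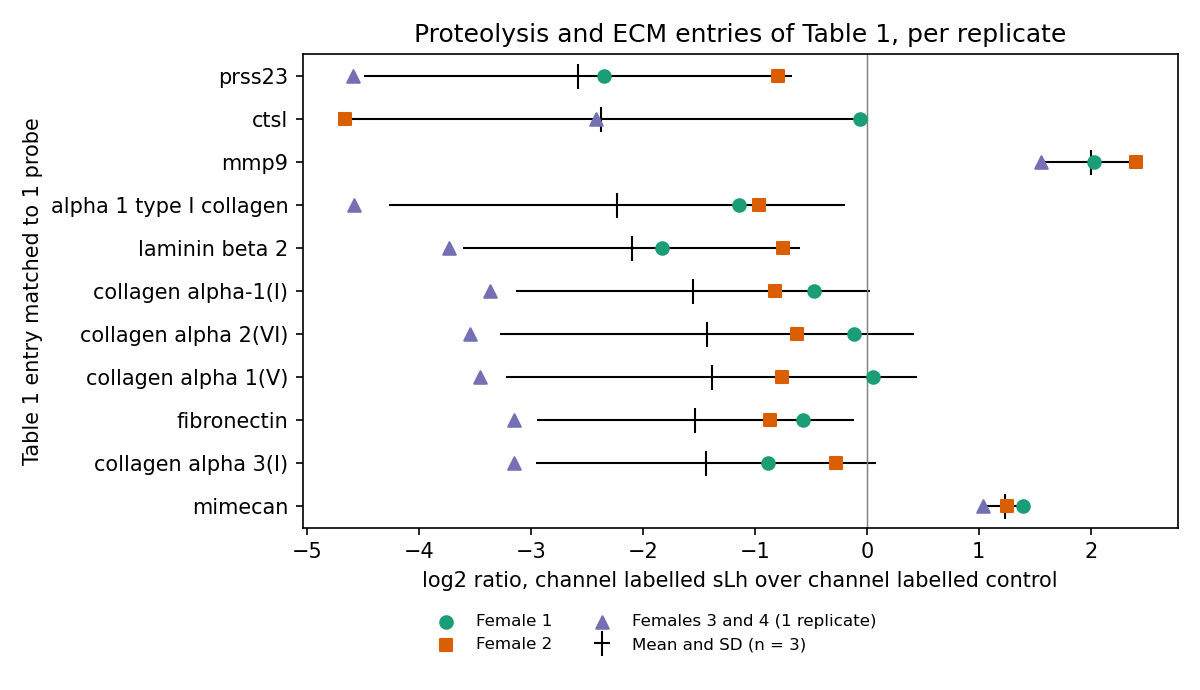
Log2 ratio of the channel labelled sLh over the channel labelled control for the entries of Table 1 on proteolysis and the ECM that were equal to exactly 1 listed probe. Symbols are the 3 replicates, and the black tick and line are the mean and SD (n = 3). Most of these probes lie below 0 with females 3 and 4 far from the others, ctsl is lowest in female 2 at -4.66, and mmp9 and mimecan lie above 0 in each replicate. Table 1 gives the opposite sign for each, and mimecan is an entry under 3-fold, whose match carries little weight. The probes for prss23 and collagen alpha 3(I) were saturated in the control channel on 4 of the 8 arrays.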

Gelatin zymography of brown trout preovulatory follicles revealed the presence of proteinases with a molecular weight corresponding to that of pro- and active Mmp2 and showed that sLh increased significantly the amount of total and active Mmp2 protein (Fig. 2d; Supplementary Figure S3). Abrogation of gelatinolytic activity in brown trout preovulatory follicles by broad MMP inhibitors (EDTA, batimastat and 1, 10-phenanthroline) and by MMP2-specific inhibitors (MMP-2 inhibitor IV) and the similar electrophoretic size of gelatinolytic activity of recombinant human MMP2 and trout ovarian samples support the notion that the observed gelatinolytic activity is likely attributable to Mmp2 (Supplementary Figure S4; data not shown). The effects of sLh on proteolysis appeared to be mediated by Tnfα because rTnfα, like sLh, stimulated proteolytic activity (Fig. 2a,c), the mRNA expression levels of the proteolytic genes *mmp2*, *kt14* and *top2* (Fig. 2b), albeit only in theca layers (Supplementary Figure S2), and the amount of total and active Mmp2 protein (Fig. 2e). In support of a mediatory role for Tnfα in the pro-ovulatory actions of Lh, TAPI-1 blocked the stimulatory effects of sLh on proteolytic activity (Fig. 2a) and the mRNA expression levels of *mmp2*, *kt14* and *top2* in intact follicles (Fig. 2b) and isolated theca layers (Supplementary Figure S2). In isolated granulosa layers, *kt14* was the only proteolytic gene whose expression was significantly stimulated by rTnfα, although TAPI-1 blocked the stimulatory effects of sLh on *mmp2* and *kt14* mRNA levels (Supplementary Figure S2). Interestingly, sLh also stimulated the expression of TNFα-stimulated gene 6 (*tsg6*), important for the formation of the cumulus ECM and fertility of the mammalian oocyte^1^, in intact follicles (Fig. 2b) and isolated theca and granulosa layers (Supplementary Figure S2). rTnfα directly stimulated *tsg6* mRNA expression in intact follicles (Fig. 2b), although exclusively in theca layers (Supplementary Figure S2), and TAPI-1 significantly blocked the effects of sLh (Fig. 2b, Supplementary Figure S2). Therefore, these results suggest that sLh stimulates proteolysis in the follicle wall of brown trout preovulatory follicles and that its effects are mediated by Tnfα.

### PGF_2α_ mediates the stimulatory effects of sLh and rTnfα on contraction and proteolytic activity

Next, we asked whether the effects of sLh and rTnfα on contraction and proteolysis of brown trout preovulatory follicles are mediated, in turn, by PGF_2α_, a known stimulator of contraction and ovulation of trout preovulatory follicles^29^,^35^. Inhibition of PG synthesis with INDO significantly blocked sLh- and rTnfα-induced follicle contraction while PGF_2α_ alone stimulated follicle contraction, as previously shown^35^, mimicking the effects of sLh and rTnfα (Fig. 1a,b). Furthermore, INDO as well as SC-560 and NS-398, two selective inhibitors of PTGS1 and PTGS2, respectively, significantly blocked the stimulatory effects of rTnfα on proteolytic activity (Fig. 2c) and INDO significantly blocked rTnfα-stimulated increase of total and active Mmp2 protein abundance (Fig. 2e). The involvement of PGF_2α_ as a mediator of the effects of sLh and rTnfα was further suggested, first, by the stimulation of *ptgs1* and *ptgs2* mRNA levels by sLh and rTnfα (Fig. 3a); second, by the stimulation of PGF_2α_ production by sLh and rTnfα (Fig. 3b,c); third, by the inhibition of the stimulatory effects of sLh on PGF_2α_ production by TAPI-1 and INDO (Fig. 3b) and, finally, by the inhibition of rTnfα-stimulated PGF_2α_ production by INDO (Fig. 3c). In contrast to the stimulation of PGF_2α_ production by sLh, the production of PGE_2_, reported to block ovulation in trout^29^, was inhibited by sLh (Fig. 3d). These results suggest that PGF_2α_ mediates the stimulatory effects of Lh and Tnfα on follicle contraction and proteolytic activity in brown trout preovulatory follicles.

### sLh, rTnfα and PGF_2α_ induce the loss of viability of follicular cells

sLh decreased cell viability in the follicle layer of preovulatory brook trout follicles as shown by propidium iodide (PI) staining, revealing the loss of cell viability in a localized area in the follicle that likely represented the site of follicle rupture, when compared to control follicles (Fig. 4a,b,d,e). In brook trout follicles undergoing ovulation, cell death was clearly observed as a ring immediately surrounding the site of rupture and the protruding oocyte (Fig. 4d,f). Having shown that Tnfα and PGF_2α_ may be important mediators in the regulation of follicle contraction and proteolysis by sLh prior to ovulation, we next investigated whether rTnfα and PGF_2α_ could induce the loss of viability of brown trout follicle cells. First, we observed the presence of a few number of apoptotic cells in control preovulatory follicles that were mainly localized in a small region of the follicle, as assessed by TUNEL assay (Fig. 4g,j). Incubation with rTnfα caused a significant, localized increase in the number of apoptotic cells in brown trout preovulatory follicles and INDO blocked this effect (Fig. 4h,k,m). In support of the possible PG involvement in follicle cell apoptosis, PGF_2α_ strongly increased the number of TUNEL-positive cells (Fig. 4m) and their distribution appeared to take place across the entire surface of the follicle (Fig. 4i,l). Second, analysis of apoptosis in granulosa cells by PI staining and flow cytometry demonstrated that rTnfα significantly stimulated apoptosis and that INDO and NS-398, but not SC-560, significantly blocked this effect (Fig. 4n). Finally, incubation with PGF_2α_ significantly increased the number of PI-positive granulosa cells (Fig. 4n). Consistent with the sLh-induced loss of viability in follicle wall cells, sLh affected the expression of genes involved in the regulation of apoptosis, as assessed by microarray analysis (Table 1). 

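Table 1 has 18 entries for the cell cycle and apoptosis. The probe with the value of polo-like kinase 2 had a log2 ratio of -1.927 ± 1.88 (SD, n = 3) in the channel labelled sLh over control, with -1.23 in female 1, -0.49 in female 2 and -4.06 in females 3 and 4. The probe with the value of the CDK4 inhibitor B, an entry under 3-fold whose match carries little weight, had a ratio of 1.28 ± 1.16 (SD, n = 3), with 0.41, 2.59 and 0.84 in the same order. The adjusted p from limma was 1.00 for both probes. The 2 probes with the value of cyclin-dependent kinase-like 3 had ratios of -2.19 and -1.87, and the lower of their adjusted p-values from limma was 0.576.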

The expression of pro-apoptotic genes such as growth arrest and DNA-damage-inducible protein gadd45 beta ii, involved in TNFα-induced apoptosis, forkhead box O3A (also called FKHRL1; an important factor that promotes apoptosis in mammals) and Bcl2 antagonist of cell death (a pro-apoptotic Bcl2 family member) were significantly up-regulated by sLh. However, the expression of a small set of pro-apoptotic genes was also down-regulated in response to sLh (e.g. cell death activator CIDE-3, death-associated protein kinase3, programmed cell death protein 2). Therefore, our results suggest that sLh induces cell death by apoptosis in trout follicle cells through the local action of Tnfα and PGF_2α_.

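The entries of Table 1 for the pro-apoptotic genes given as up-regulated were each equal to more than 1 probe of the authors' list, so that ranges over the probes are given. The ratios of the channel labelled sLh over control were -1.13 and -1.12 for the 2 probes with the value of gadd45 beta ii. Forkhead box O3A has 2 entries, one equal to 2 probes with ratios of -1.31 and -1.28 and the other to 4 probes with ratios from -0.94 to -0.76. Bcl2 antagonist of cell death was equal to 7 probes with ratios from -0.93 to -0.60, which are the same probes as for mmp2, since both entries have 1 value in common. The lowest adjusted p among these probes was 1.00 (limma, n = 3), and in the authors' list their means are above 0.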

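For the down-regulated entries, the 2 probes with the value of CIDE-3 had log2 ratios of 1.08 and 1.35 in the channel labelled sLh over control. The ratio was 1.54 ± 2.316 (SD, n = 3) for the probe of death-associated protein kinase 3, and its sign differed between replicates, with 3.03 in female 1, -1.13 in female 2 and 2.72 in females 3 and 4. For programmed cell death protein 2, the ratio was 0.80 ± 3.77 (SD, n = 3), with -3.08, 1.02 and 4.46 in the same order. Its probe was well above background in the sLh channel on 6 of the 8 arrays, and without females 3 and 4 its mean was -1.03. The adjusted p from limma was 1.00 for these probes.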

### sLh-induced ovulation requires the mediatory effects of rTnfα and PGF_2α_

We investigated the direct effects of sLh, rTnfα and PGF_2α_ on *in vitro* ovulation using preovulatory follicles from brook trout, an appropriate salmonid model species for studying *in vitro* ovulation^20^,^29^. As previously shown^20^, sLh significantly stimulated *in vitro* ovulation in brook trout follicles (Fig. 5). Importantly, rTnfα and PGF_2α_ also significantly stimulated *in vitro* ovulation (Fig. 5). TAPI-1 completely blocked sLh-induced *in vitro* ovulation, supporting a role for Tnfα in mediating the pro-ovulatory effects of sLh. Interestingly, the percentage of ovulated follicles in the presence of sLh and TAPI-1 was even lower than that observed in the control group and appeared to be related to the ability of TAPI-1 to block spontaneous (in the absence of sLh) ovulation (Supplementary Figure S5). Furthermore, INDO, NS-398 and SC-560 significantly blocked the stimulatory effect of sLh on *in vitro* ovulation (Fig. 5), strongly suggesting that PGF_2α_ may be involved in sLh-induced ovulation in trout. Like TAPI-1, INDO and SC-560, but not NS-398, were able to inhibit significantly *in vitro* spontaneous ovulation (Supplementary Figure S5). Validation of the involvement of PGF_2α_ in mediating the effects of sLh in brook trout preovulatory follicles was shown by the ability of sLh to significantly stimulate the mRNA expression levels of *ptgs1* and *ptgs2* and the production of PGF_2α_ (Supplementary Figure S6). As in brown trout, sLh also inhibited the production of PGE_2_ (Supplementary Figure S6M). These results strongly suggest that Tnfα and PGF_2α_ mediate the pro-ovulatory effects of sLh in trout.

## Discussion

In this study, we show that Lh induces ovulation in trout by stimulating proteolysis, cell death and contraction of the preovulatory follicle wall through the intraovarian production of Tnfα and PGF_2α_. Although these two mediators were previously postulated to be independently involved in the control of mammalian ovulation^1^,^15^, this study strongly suggests that Lh orchestrates the ovulatory response by promoting a Tnfα-dependent increase in the production of PGF_2α_, likely one of the final mediators of the pro-ovulatory actions of Lh in the vertebrate ovary.

Here we show that sLh directly stimulates the secretion of Tnfα by trout preovulatory follicles by stimulating the expression of *tnfα* and the expression and activity of *adam17*, an enzyme that cleaves the integral transmembrane precursor Tnfα protein into the mature, soluble secreted form of Tnfα, and that is the target of the inhibitor TAPI-1. These results are consistent with the reported stimulation of ovarian and serum TNFα levels by *in vivo* administration of hCG in rats^14^. As previously shown in immature preovulatory trout ovarian follicles^33^, Tnfα is exclusively produced by the theca layer, similar to mammalian preovulatory follicles^36^. Furthermore, we also show that sLh and Tnfα stimulate the production of PGF_2α_, as in mammals^11^,^18^, as well as the expression of the PG synthesis enzymes *ptgs1* and *ptgs2* in trout preovulatory follicles. These results, coupled with the inability of sLh to stimulate PGF_2α_ synthesis when Tnfα secretion is blocked, strongy suggest that sLh stimulates the production of PGF_2α_ in a Tnfα-dependent manner.

In agreement with the notion that TNFα is an important factor for follicle rupture and ovulation in mammals^3^,^36^, our study provides evidence to suggest that Lh-induced ovarian Tnfα stimulates *in vitro* ovulation in vertebrates. This conclusion is supported by our observations on the ability of rTnfα to stimulate *in vitro* ovulation independently of Lh and by the complete block of sLh-induced ovulation when follicular sLh-stimulated Tnfα secretion is inhibited by TAPI-1. Our results complement previous studies demonstrating that TNFα enhances ovulation rates elicited by LH in rats^15^ and that ovulation is blocked by the intrafollicular injection of TNFα antiserum in ewes^16^. The pro-ovulatory actions of Tnfα in the trout preovulatory follicle involve stimulation of proteolytic activity, apoptosis and follicle contraction and remarkably recapitulate the observed pro-ovulatory actions of Lh. These include the stimulation of proteolytic activity through the induction of Mmp2, both at the level of mRNA expression and content of total and active protein, by both rTnfα and sLh. The observation that in mammals TNFα stimulates collagenolytic activity^17^ and the mRNA expression of MMP2^5^, suggests that the proteolytic action of TNFα is well conserved in vertebrates. In medaka, Mmp2 is believed to degrade collagen type IV^28^, the main constituent of the basement membrane that separates the theca and granulosa cell layers, although *mmp2* expression is not regulated by Lh in this species^19^. Based on these observations, we suggest that Tnfα mediates sLh-induced proteolytic activity in trout preovulatory follicles at least in part through its stimulation of Mmp2 activity, contributing to the degradation of the basement membrane and to the weakening of the ECM in the follicle wall. Interestingly, comparison of the transcriptomic profile of trout preovulatory follicles stimulated with sLh (this study) and rTnfα^31^ evidences the induction of similar proteolytic enzyme systems (e.g. MMPs, plasminogen/plasmin and ADAMTS) reported to be important for ovulation in mammals^3^ and in fish^37^. In addition, rTnfα, like sLh, causes cell death in the follicle layer of trout preovulatory follicles, specifically by inducing apoptosis in granulosa cells, as previously shown in this species^31^ and in mammals^16^, further contributing to the weakening and eventual rupture of the follicle wall prior to ovulation. Therefore, we propose that Lh-induced ovarian Tnfα has the dual role of promoting collagen breakdown and cellular death in the trout preovulatory follicle as a requisite for ovulation.

As in mammals, PGs are known inducers of ovulation in fish^37^,^38^. Specifically, in trout, PGF_2α_ directly stimulates *in vitro* ovulation^29^,^39^ and follicle contraction^35^ and its role in inducing ovulation is supported by the reported increase of PGF_2α_ plasma levels during ovulation^40^. However, the precise actions and the regulation of the production of PGF_2α_ are not fully understood, even in mammals. In the present study, we show that PGF_2α_ mimics the pro-ovulatory effects of Lh and Tnfα in trout as evidenced by its ability to stimulate proteolysis, cell death and contraction of the follicle wall as well as ovulation independently of Lh and Tnfα. Having shown that Tnfα mediates the pro-ovulatory effects of Lh, the inhibition of the stimulatory effects of rTnfα on proteolysis, both at the level of proteolytic activity and amount of total and active Mmp2, on apoptosis and on the contraction of the trout preovulatory follicle wall by INDO and/or PTGS1- and PTGS2-specific inhibitors, strongly suggest that PGF_2α_ is a mediator of Lh-induced ovarian Tnfα. The identification, regulation and spatial localization of the PGF_2α_ receptor in relation to the formation of the rupture site in trout preovulatory follicles are aspects worthy of investigation in future studies.

In summary, we provide evidence strongly supporting that Lh orchestrates the complex events leading to ovulation involving the stimulation of proteolysis, apoptosis and contraction of the follicle wall through the stimulation of the production of PGF_2α_ in a Tnfα-dependent process (Supplementary Figure S7). The results from this study contribute to our understanding of the precise mechanisms by which LH induces ovulation in vertebrates and may also provide clues as to the nature of pathological states involving alterations in LH signaling in the human ovary.

## Methods

### Animals

Reproductively mature female brown and brook trout that had naturally undergone germinal vesicle breakdown (GVBD; i.e. oocyte maturation) but not yet ovulated were staged and sampled as previously described^20^. The experimental protocols used for brown and brook trout in this study have been reviewed, approved and carried out in accordance with the Ethics and Animal Welfare Committee of the University of Barcelona, Spain and by the Institutional Animal Care and Use Committee of the University of Wisconsin-Milwaukee, respectively.

### Ovarian tissue incubations

Trout preovulatory (post-GVBD) ovaries were isolated and incubated as previously described^33^. Theca and granulosa layers were manually dissected from ovarian follicles after treatment with the test compounds, as previously described, with the theca layer having up to a 10% contamination with granulosa cells^41^. Purified sLh from coho salmon (*Oncorhynchus kisutch*) pituitaries was a kind gift from Dr. Penny Swanson (Northwest Fisheries Science Center, NOAA Fisheries, Seattle, WA, USA)^42^. rTnfα, shown to be biologically active in the trout ovary^31^,^33^, was produced as previously described^43^. In all experiments performed in this study, preovulatory follicles were incubated in Hank’s balanced salt solution containing 0.2% bovine serum albumin (Sigma-Aldrich, fraction V) in 6 well plates (10 follicles/4 mL/well; in triplicate) in the absence or presence of the test compounds under shaking conditions (100 rpm). Follicles were cultured at 12 °C (brook trout) or 15 °C (brown trout), temperatures selected to match the different conditions that the two species were raised in. PGF_2α_, EPI, TAPI-1 and PG synthesis inhibitors were purchased from Cayman Chemical Company, Sigma-Aldrich or Calbiochem. Follicle contraction and ovulation rate were determined as previously described^20^,^31^. PGF_2α_ and PGE_2_ were analyzed directly in the incubation media using commercial immunoassays (Cayman).

### *In vitro* gelatinase/collagenase activity

Brown trout follicles incubated in the absence or presence of the test compounds were homogenized in 100 mM Tris, 200 mM NaCl, 0.1% Triton X-100 (pH 7.4) and centrifuged at 10,000 × *g* for 20 min at 4 °C. The total gelatinase/collagenase activity in the supernatants was determined by the EnzCkek Gelatinase/Collagenase assay Kit (Molecular Probes). The reaction mix was incubated at room temperature in the dark and fluorescence was determined after 24 h and expressed as average relative fluorescence units of activity (the background signal was subtracted).

### Immunoblotting and gelatin zymography

Immunoblots of supernatants of brown trout ovarian follicle incubates using a rabbit polyclonal antibody against rTnfα^43^ were performed as previously described^33^. For zymography, ovarian follicles were homogenized in 1× Zymogram Development Buffer (BioRad) containing 1% Triton X-100 and gelatinases were purified using gelatin sepharose 4B (GE Healthcare) as previously described^44^. Purified samples were loaded onto 10% SDS-polyacrylamide gels containing 0.1% gelatin (Panreac). After electrophoresis, enzymes were renatured by washing with three changes of 2.5% Triton X-100 in distilled H_2_O for 30 min at room temperature followed by a 42 h incubation at 37 °C in 1 × Zymogram Development Buffer under gentle agitation. To demonstrate that the gelatinolytic activity could be due to MMP2, incubations were performed in the absence or presence of broad MMP inhibitors (20 mM EDTA; 10 μM batimastat, Sigma-Aldrich; 1 mM 1,10-phenanthroline, Sigma-Aldrich) and a specific MMP2 inhibitor (10 μM MMP-2 Inhibitor IV, Calbiochem). Gels were stained with Coomassie blue (0.1% in 30% methanol, 10% glacial acetic acid and 60% distilled H_2_O) and destained (30% methanol, 10% glacial acetic acid and 60% distilled H_2_O) for 1 h. Clear bands in the zymogram indicated enzymatic digestion of gelatin. Densitometric analysis of Mmp gelatinase activity was quantified by ImageJ software.

### Gene expression analyses

RNA extraction and qPCR was performed as previously described^33^. Gene expression values by qPCR were expressed as fold change relative to control and normalized for each gene against those obtained for *18s*. Primer sequences, GenBank accession numbers or ProbeID (genes included in the microarray platform used in this study) of the target genes and PCR product sizes are shown in Supplementary Table S3. Microarray analyses were performed with RNA samples from control and sLh-treated preovulatory follicles from four separate brown trout females (n = 4) that were labeled with Cy3 and Cy5 using the Two-Color Low Input Quick Amp Labeling kit (Agilent Technologies) following a dye swap experimental design. 

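The arrays labelled as females 3 and 4 were compared before their values were averaged. Across probes, the correlation of the log2 ratio between females 3 and 4 was 0.994, and it was between -0.05 and 0.18 for the other pairs of females. Probes are not independent replicates, and r describes these arrays only. Differences and noise were measured as a robust SD, scaled from the median absolute deviation, which gives little weight to the probes that differ most. By this measure, the difference in log2 ratio between females 3 and 4 was 0.0641. It was below the noise of 0.0682 measured between the dye-swap arrays of the same RNA. It was above the noise of 0.0459 between the 2 spots of a probe on an array. For the other pairs the difference was 0.338 to 0.540, or 3.03 to 5.94 times the noise between their arrays. The control RNA of females 3 and 4, which received no sLh, differed by a robust SD of 0.0729 on the log2 scale. In the other pairs it was 0.306 to 0.360. The means of females 3 and 4 were therefore used as 1 replicate. The correlation between the arrays of a dye swap, both turned to sLh over control, was 0.614 in female 1, 0.805 in female 2, 0.845 in female 3 and 0.825 in female 4.

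**Figure D2:**
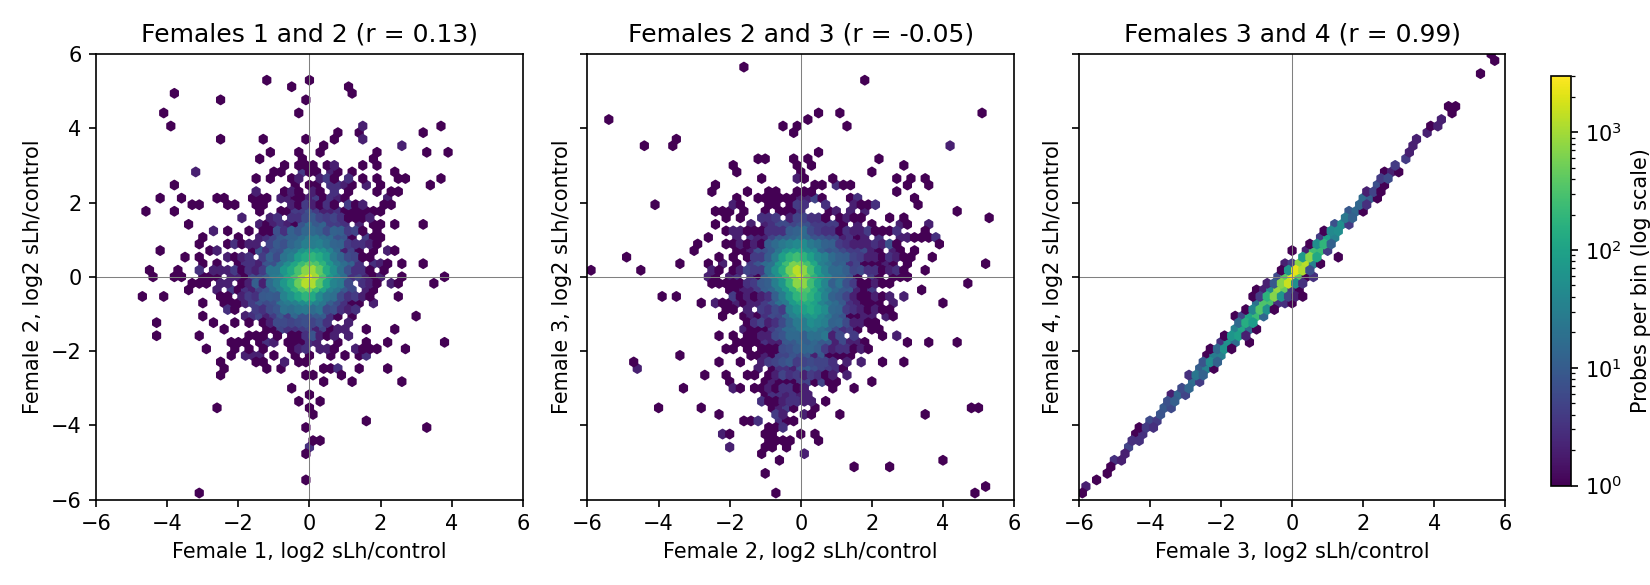
Log2 ratio of sLh over control by the dye labels of each tested probe in one female against another, with the colour giving the number of probes per bin on a log scale. The probes form a round cloud for females 1 and 2 (r = 0.13) and for females 2 and 3 (r = -0.05), and a line for females 3 and 4 (r = 0.99).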

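Each array of this design carried 44925 spots, of which 1417 were controls that were left out after background correction. The files place the arrays on 2 slides with 4 arrays each. Each slide held 1 dye orientation and arrays of all 4 females, so that slide and dye orientation cannot be told apart, and both are balanced within each female. Between 23 and 1619 spots per array were marked as outliers by the scanner software and were left out. Saturated spots were kept, and there were 343 to 599 of them in Cy5 and 0 to 206 in Cy3.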

Labeled cRNAs were hybridized to an Agilent custom trout oligonucleotide (4 × 44 K) microarray (GEO GPL16819), annotated with the STARS bioinformatics package, as previously validated and described^45^. Differentially expressed genes were selected according to fold change > 1.8 and *P* < 0.01 (sample *t*-test). 

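At a fold change above 1.8 and an unadjusted p under 0.01, limma selected 96 of the 18276 probes over the 3 replicates, 53 with a higher and 43 with a lower mean in the channel labelled sLh. The methods' t-test selected 22 at this threshold, and limma selected 197 with females 3 and 4 as 2 replicates, as labelled. Of the 96 probes, 92 were in the authors' deposited list of 788. In that list, 513 probes have a mean above 0 and 275 below 0 as deposited, and the smallest size of a mean is 0.845 on the log2 scale. The methods' t-test over the 8 columns of the list, taken as separate values, gave a p under 0.01 for 453 of the probes. How the arrays entered the paper's own test is not stated, so its selection could not be rebuilt. Across the listed probes, the means of the list correlated with the means of the 8 arrays as sLh over control by the dye labels with r = -0.998 and a slope of -1.02. The sign of the ratio was the same in all 3 replicates for 472 of the 782 listed probes with a value in each. The median size of their log2 ratio was 0.728 in female 1, 0.640 in female 2 and 2.059 in females 3 and 4, and over all tested probes it was 0.168, 0.178 and 0.256. A change above 1.8-fold was found for 332 listed probes in female 1, 318 in female 2 and 719 in females 3 and 4.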

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE67592 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE67592). Twelve genes were validated by qPCR (Supplementary Table S2).

### Analysis of follicle cell apoptosis

Cell viability was assessed in intact brook trout preovulatory follicles that were incubated in PBS and exposed to propidium iodide (PI; Sigma-Aldrich) staining buffer (20 μg/mL PI, 0.1% Triton X-100) for 10 min at room temperature. Follicles were briefly washed with PBS after the incubation period and visualized using an Olympus SZX12 fluorescent stereomicroscope. To determine the incidence of apoptosis, frozen ovarian follicles that were previously incubated in the absence or presence of the test compounds were subjected to deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL). First, follicles were washed with PBS (pH 7.4) and subsequently fixed in 4% PBS-buffered paraformaldehyde for 20 min at room temperature. After a 30 min wash with PBS, follicles were treated with permeabilization solution (0.1% Triton X-100, 0.1% sodium citrate) for 5 min on ice. Finally, follicles were incubated with TUNEL reaction mixture (*In Situ* Cell Death Detection Kit, Fluorescein; Roche) in the dark at 37 °C for 1 h. After washing twice in PBS, follicles were mounted in Fluoromount antifade mounting reagent (Sigma-Aldrich) and visualized under a fluorescence stereomicroscope (Olympus MVX10 MacroView). Quantification of TUNEL-positive cells was performed using the ImageJ software. Apoptosis in isolated granulosa cells was performed by PI staining and FACS analysis as previously described^31^.

### Statistical analyses

Statistical differences were calculated by the non-parametric Kruskal-Wallis test followed by Mann-Whitney U test or one-way analysis of variance (ANOVA) followed by the Fisher protected least significant different test for the determination of differences among groups, using StatView 5.0 (SAS Institute, Cary, NC, USA). Results are expressed as mean ± SEM and differences between groups were considered to be significant if *P* < 0.05.

## Additional Information

**How to cite this article**: Crespo, D. *et al.* Luteinizing hormone induces ovulation via tumor necrosis factor α-dependent increases in prostaglandin F_2α_ in a nonmammalian vertebrate. *Sci. Rep.* **5**, 14210; doi: 10.1038/srep14210 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
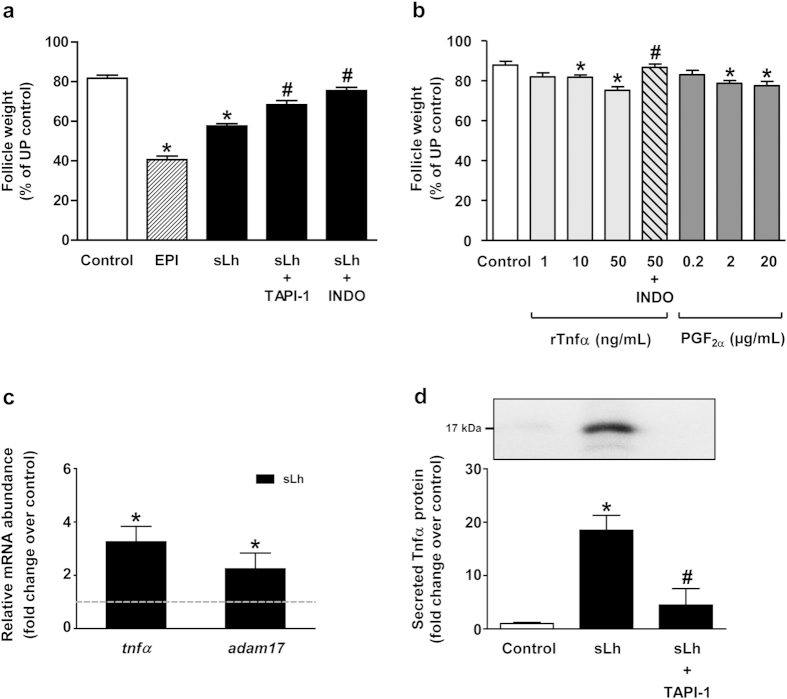
Mediatory effects of Tnfα and PGF_2α_ on sLh-induced contraction of brown trout preovulatory follicles. (**a**) Effects of sLh on follicle contraction. Punctured follicles were incubated for 16 h at 15 °C with epinephrine (EPI; 10 μM), sLh (25 ng/mL), sLh plus TAPI-1 (50 μM) and sLh plus INDO (10 μg/mL). The results are expressed as percent change with respect to the unpunctured control group that was set at 100%. (**b**) Effects of rTnfα and PGF_2α_ on follicle contraction. Punctured preovulatory follicles were incubated for 16 h at 15 °C with rTnfα (1, 10 and 50 ng/mL), rTnfα (50 ng/mL) in the presence of INDO (10 μg/mL) and PGF_2α_ (0.2, 2 and 20 μg/mL). In (**a**) and (**b**), data are expressed as percent change with respect to the unpunctured control group that was set at 100%. (**c**) Relative expression of *tnfα* and *adam17* analyzed by qPCR in ovarian follicles incubated in the absence or presence of sLh (25 ng/mL). (**d**) Ovarian Tnfα secretion in brown trout follicle incubates by Western blot. Preovulatory follicles were incubated with sLh (25 ng/mL) in the absence or presence of TAPI-1 (50 μM) for 16 h at 15 °C. A representative Western blot is shown in the inset and the full-length blot is presented in Supplementary Figure S1. In all graphs, data are the mean ± standard error (SEM) (n = 3–5). *P < 0.05, with respect to control; ^#^*P* < 0.05, with respect to sLh (**a,d**) and with respect to rTnfα (50 ng/mL) (**b**).

**Figure 2:**
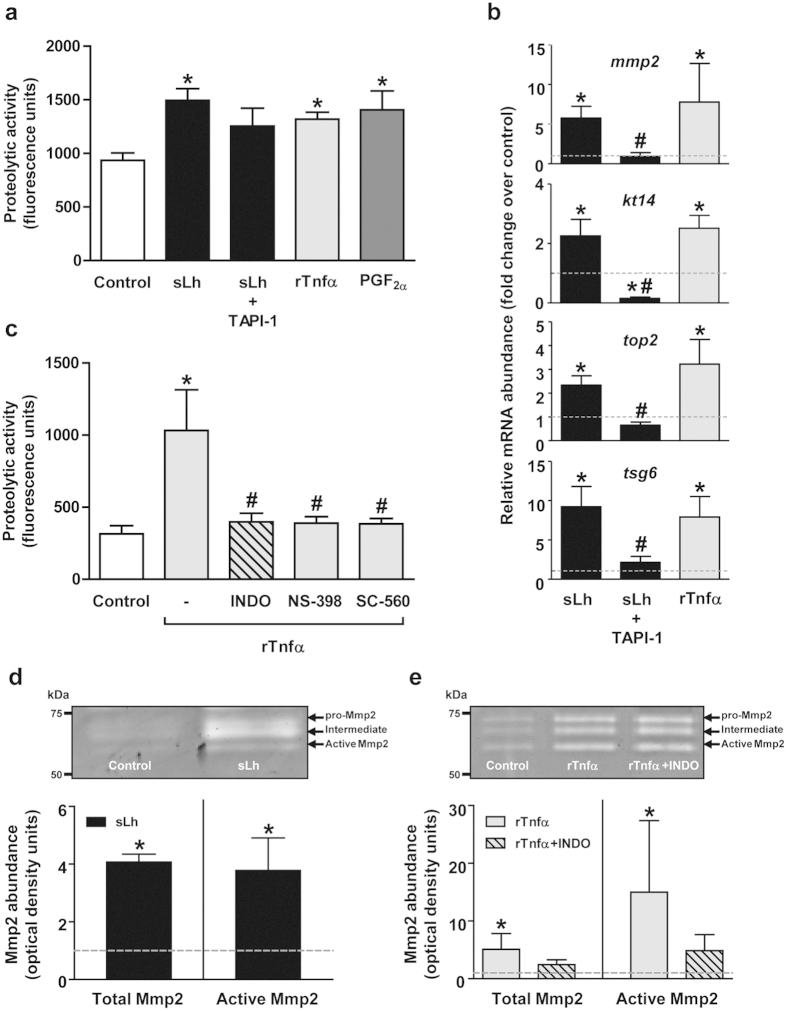
Induction of proteolysis by Lh, Tnfα and PGF_2α_ in brown trout preovulatory follicles. (**a**) *In vitro* effects of sLh (25 ng/mL), in the absence or presence of TAPI-1 (50 μM), rTnfα (50 ng/mL) and PGF_2α_ (2 μg/mL) on trout gelatinase/collagenase activity in ovarian follicle homogenates. (**b**) Expression of proteolytic genes in ovarian follicles incubated with sLh (25 ng/mL), in the absence or presence of TAPI-1 (50 μM), or with rTnfα (50 ng/mL). The relative expression of *mmp2*, *kt14*, *top2* and *tsg6* was determined by qPCR and normalized to the abundance of *18s*. (**c**) Inhibition of rTnfα-induced gelatinase/collagenase activity in ovarian follicle homogenates by prostaglandin synthesis inhibitors. Follicles were incubated with rTnfα (50 ng/mL) in the absence or presence of INDO (10 μg/mL), NS-398 (10 μg/mL) and SC-560 (10 μg/mL) for 16 h at 15 °C. (**d,e**) Determination of ovarian Mmp2 activity by gelatin zymography in follicles treated with sLh (25 ng/mL) (**d**) and rTnfα (50 ng/mL) in the absence or presence of INDO (10 μg/mL) (**e**). Clear bands in the zymogram indicated enzymatic digestion of gelatin. Densitometric analyses of Mmp2 gelatinase activity were quantified and expressed as fold increase of the total (pro-, intermediate and active Mmp2) or active Mmp2 content in control (set at 1 and represented by the dashed line) and sLh and rTnfα ± INDO-treated follicles. Representative zymograms are shown in the graph and the full-length gels are presented in Supplementary Figure S3. In all graphs, data are the mean ± SEM (n = 3–4). *P < 0.05, with respect to control; ^#^*P* < 0.05, with respect to sLh (**b**) and with respect to rTnfα (50 ng/mL) (**c**).

**Figure 3:**
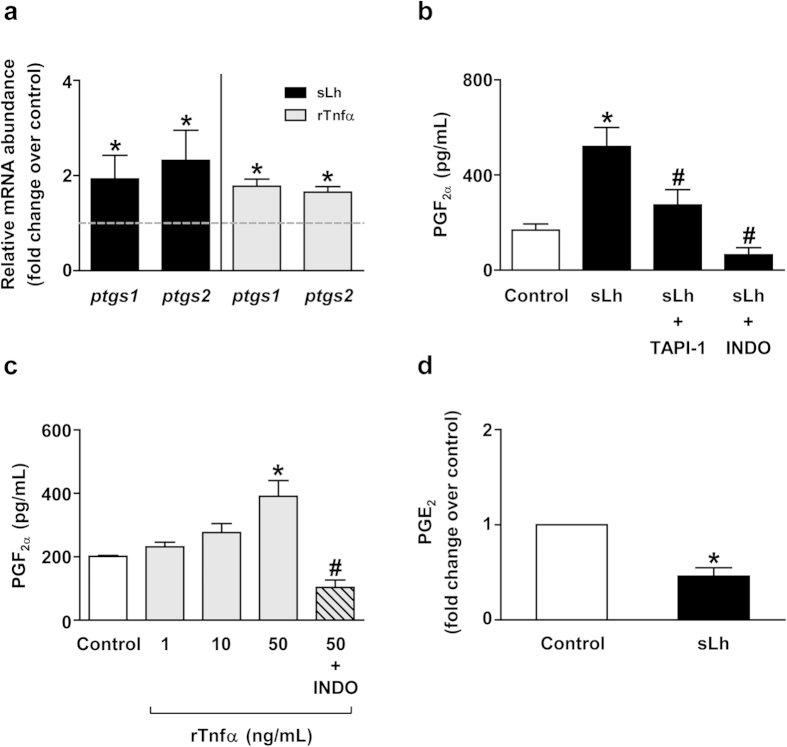
Regulation of prostaglandin synthesis by Lh and Tnfα in brown trout preovulatory follicles. (**a**) *In vitro* effects of sLh (25 ng/mL) and rTnfα (50 ng/mL) on the expression of enzymes involved in prostaglandin synthesis. The relative expression of *ptgs1* and *ptgs2* was determined by qPCR and normalized to the abundance of *18s*. (**b**) Determination of PGF_2α_ production *in vitro* by intact ovarian follicles treated with sLh. Trout follicles were incubated with sLh (25 ng/mL) in the absence or presence of TAPI-1 (50 μM) and INDO (10 μg/mL) for 16 h at 15 °C and PGF_2α_ was measured in the incubation media. (**c**) PGF_2α_ production in response to rTnfα treatment *in vitro*. Follicles were incubated with rTnfα (1, 10 and 50 ng/mL) or rTnfα (50 ng/mL) with INDO (10 μg/ml) for 16 h at 15 °C. (**d**) PGE_2_ production by brown trout preovulatory ovarian follicles. Follicles were incubated in the absence or presence of sLh (25 ng/mL) for 16 h at 15 °C and PGE_2_ levels were measured in the incubation media. In all graphs, data are the mean ± SEM (n = 3–7). *P < 0.05, with respect to control; ^#^*P* < 0.05, with respect to sLh (**b**) and with respect to rTnfα (50 ng/mL) (**c**).

**Figure 4:**
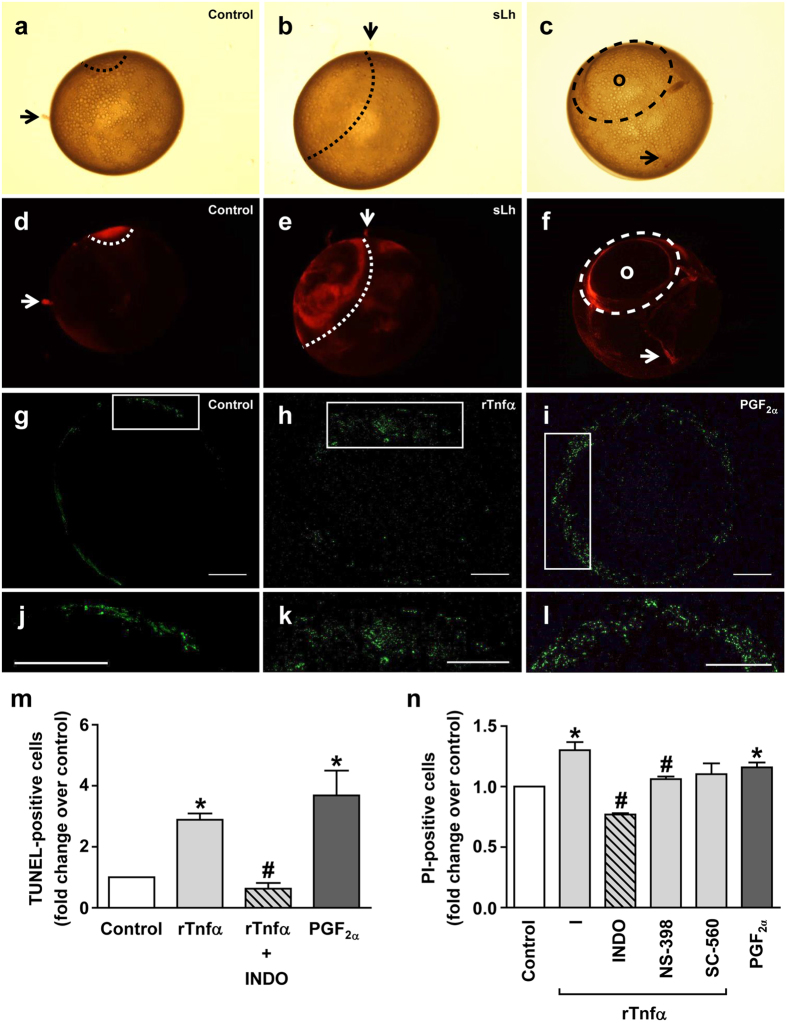
Lh, Tnfα and PGF_2α_ induce cell death in trout preovulatory follicles. (**a–f**) Assessment of cell death in ovarian follicles. Cell viability was assessed in follicles incubated for 18 h at 12 **°**C in the absence (**a,d**) or the presence of sLh (25 ng/mL) (**b,e**) and subsequently follicles were stained with propidium iodide (PI; 20 μg/mL) during 10 min at room temperature and visualized under bright light (**a,b**) or a fluorescent stereomicroscope (**d,e**). An ovulating follicle incubated under control conditions showing the point of rupture (**c,f**) (o, oocyte). Loss of cell viability is highlighted by a dashed line and stromal tissue debris is indicated by arrows. Representative pictures of a total of three independent experiments are shown. (**g–l**) Representative images of preovulatory follicles subjected to TUNEL analysis. Follicles incubated in the absence (control; **g**,**j**) or presence of rTnfα (50 ng/mL; **h**,**k**) and PGF_2α_ (2 μg/mL; **i**,**l**) were analyzed by TUNEL. Green staining indicates fragmented DNA in cells undergoing apoptosis. Scale bar represents 1000 μm. (**m**) Quantification of TUNEL-positive cells. Quantification was performed using ImageJ software. (**n**) Analysis of apoptosis in isolated granulosa cells by PI staining. Granulosa cells isolated from trout preovulatory follicles incubated in the absence or presence of rTnfα (50 ng/mL), rTnfα plus PG synthesis inhibitors (INDO, NS-398 and SC-560; 10 μg/mL) and PGF_2α_ (2 μg/mL) were stained with PI and analyzed by flow cytometry (FACS analysis). Data are the mean ± SEM (n = 3). *P < 0.05, with respect to control; ^#^*P* < 0.05, with respect to rTnfα.

**Figure 5:**
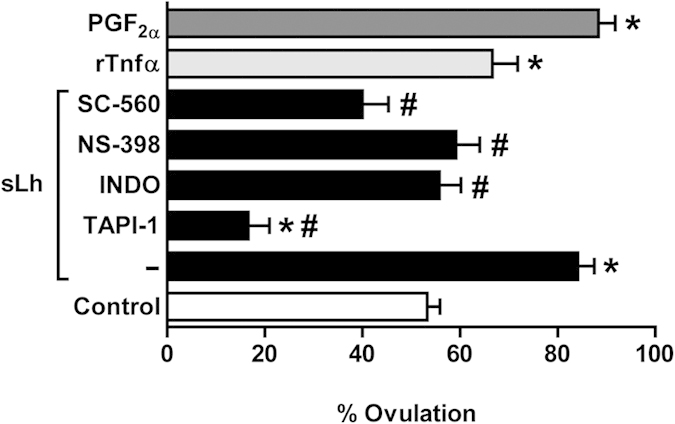
Effects of Lh, Tnfα and PGF_2α_ on *in vitro* ovulation in brook trout preovulatory follicles. Trout follicles were incubated for 36 h at 12 °C in the presence or absence of sLh (25 ng**/**mL), sLh plus different inhibitors (TAPI-1, 50 μM; INDO, 10 μg/mL; NS-398, 10 μg/mL; and SC-560, 10 μg/mL), rTnfα (50 ng/mL) and PGF_2α_ (2 μg/mL). Data are the mean ± SEM (n = 4). *P < 0.05, with respect to control; ^#^*P* < 0.05, with respect to sLh.

**Table 1:**
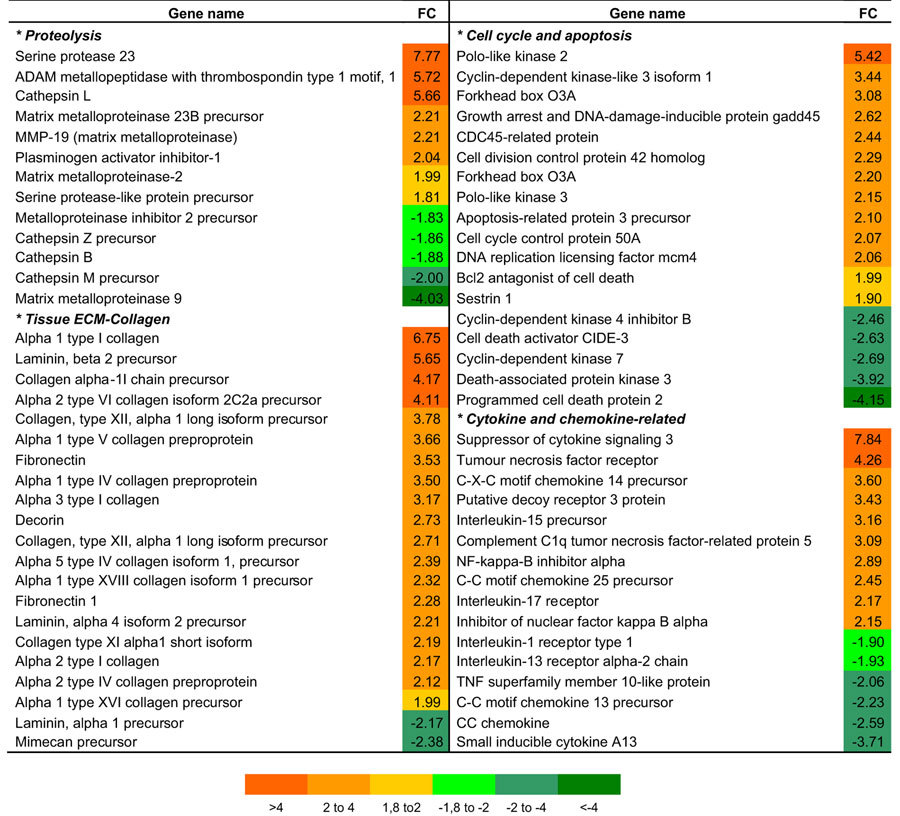
Summary of selected genes expressed in brown trout preovulatory follicles after sLh treatment.

Data shown represent mean fold change (FC; n = 4). Significantly up- and down-regulated genes (*P* < 0.01, Student’s t-test) are highlighted with color scale.

How the deposited data were processed for this re-analysis (not part of the article)

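RNA of control and sLh-treated preovulatory follicles, labelled as coming from 4 females, was hybridised on 8 dual-channel arrays, 2 per female with the dyes swapped. The authors scanned the arrays and deposited, for each, the output of Agilent Feature Extraction 10.7.3.1. From this output, the median intensity of each spot and of its local background was used in both dyes, together with the flags for spots above background, saturated spots and outlying spots. The deposited files hold median and not mean spot signals, so medians took the place of the means that had been planned. The processed intensity of each dye, which the authors' scanner software had corrected for background and dye, served as an alternative. The log10 ratio of the scanner software, which the authors deposited in the same files, was computed by that software from the processed signals as Cy5 over Cy3.

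The authors also deposited tables of the whole experiment. One is the list of 788 probes, whose 8 columns are log2 values that the authors computed for each array, with a normalization that the list does not state and 31 empty cells. The other is a table of processed values, whose columns are a score: in 8 of 8 columns the values equalled the logarithm of the background-subtracted signal of the channel labelled sLh divided by the logarithm of that of the channel labelled control, which is not a log ratio, and 13.6% of the deposited cells were empty. This table was not tested. The column names of both tables do not name the females. Columns of the list were not assigned to arrays. Each column of the processed table was met with an array by its values only.

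From the scanner output, the background was corrected with normexp (offset 50) and the log2 ratios were normalized by loess within each array with limma 3.58.1 in R 4.3.3 (data.table 1.17.8, jsonlite 2.0.0; plots with matplotlib 3.10.9 in Python 3.11.15). Control spots and spots flagged as outliers were left out, saturated spots were kept, and the 2 spots of a probe were averaged. Ratios were turned to sLh over control by the dye labels, and the 2 arrays of a female were averaged. A probe was tested if it was well above background in either channel on at least 4 of the 8 arrays, which left 18276 of 21754 probes. The test was limma's lmFit and eBayes on the log2 ratios against 0, with Benjamini-Hochberg adjustment, and adjusted p-values in the text are from it. Control and sLh-treated follicles of a female share an array, so the ratios are paired by female. The number of arrays limits the precision.

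The main analysis departed from the first one in more than the spot signal. Females 3 and 4 were averaged to 1 replicate (n = 3 in place of the planned 4), because their arrays differed by less than the noise between arrays of the same RNA. The normexp model was fitted on the spots without an outlier flag in place of all spots, because fitting it on all spots gave a background SD above 100 in 6 of the channels, up to 1055.489 with a median of 17.2 over channels, against at most 21.4 without flagged spots. Both choices were made after the counts of selected probes under either choice had been seen, so the main counts were not fixed in advance. At an adjusted p of 0.05, limma called 0 probes under the main choices, 7 with 4 females, 0 with normexp fitted on all spots and 0 with both. At the paper's threshold, it selected 96, 197, 76 and 139 probes in the same order, and at an unadjusted p under 0.05 there were 834, 2366, 775 and 2079.

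Genes were to be named where the paper names them for the microarray or in Table 1, and as the 5 highest and 5 lowest annotated probes past an adjusted p of 0.05 and changed the same way on all arrays. The files used here do not pair probes with gene names, and 0 of the 21754 probe names occur in the 61581 rows of the gene table used here. The values of Table 1, read by eye from its picture, were therefore set against the authors' list. An entry is named with a probe where exactly 1 listed probe has an equal fold change to 2 decimals. The planned results for classes of annotated genes (collagens, proteases, apoptosis, cytokines, prostaglandin and steroid synthesis, heat shock, ribosomal, egg envelope, haemoglobin and cell cycle genes) and for the qPCR genes were not computed for the same reason. Tables S1 to S3 were not used here.

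The procedure was tested on simulated arrays made from the signals of 18185 real probes and the spread between the females, with 200 probes changed by a known log2 ratio. The changed probes were drawn at random and changed by the same amount in every replicate. For sLh versus control with 3 replicates, limma recovered 0% of the probes changed by 1 on the log2 scale, 49.5% of those changed by 2 and 75.5% of those changed by 3, and 0 to 6 unchanged probes were called. With 4 replicates it recovered 32.5%, 77.5% and 87.5%. At the paper's threshold, 67 to 85 unchanged probes were selected with 3 replicates and 51 to 55 with 4. The alternatives were the background correction, the normalization, the scanner software's signals, the filter on dim probes, the dye as a term with the female as a random block, each dye orientation alone, unpaired channels, the methods' t-test, stricter thresholds and each female left out in turn, and, chosen after seeing the data, females 3 and 4 both left out and the 8 arrays as separate replicates. The first choices, females 3 and 4 as 2 replicates and normexp fitted on all spots, became alternatives when the main analysis was changed after seeing the data.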

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

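The tests of explanations in this part were all chosen after the results were seen. On the array of female 1 with sLh in Cy3, 44.4% of the spots (19302) were well above background in the channel labelled sLh, and the next lowest of the 8 arrays had 72.2%. This array lay far from the others in 1 of 10 array measures. Chance gives about 1 such finding in 20 groups, and with 10 measures tested, 1 finding is not rare. Less labelled RNA from the sLh-treated follicles of female 1 alone is argued against, because on the other array of this female, with sLh in Cy5, the share of spots above background was 20.3 percentage points higher in the sLh channel than in the control channel. For the Cy3 channels, a noisier background on the arrays of female 1 may be the source: the background SD fitted in Cy3 was 20.3 and 21.4 on these arrays and at most 10.9 on those of the other females. This leaves the Cy5 channels of female 1 unexplained, which with 72.2% and 68.3% of spots above background were also below those of the other females, at 79.9% to 83.9%, while the background SD fitted in Cy5 was 11.1 and 6.87 in female 1 and up to 7.50 in the others. A difference in the RNA of this female, control and sLh-treated alike, stays open, and no biological explanation was tested. The selected probes depend on this female: without it, 41 of the 96 probes past the paper's threshold were among the 103 then selected.

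Of the 96 probes past a fold change of 1.8 and an unadjusted p under 0.01 in limma, 4 were not in the authors' list, which is the only set of changed probes that the authors deposited. Chance cannot be excluded for the 96 as a whole: of the 4 patterns of signs that the 3 replicates allow, 1 gave a count as large, the real one, and so few patterns cannot give a share under 0.05. With the ratios of female 1, female 2 or females 3 and 4 turned round, 30, 64 or 69 probes passed. At an unadjusted p under 0.05 in limma, there were 369, 817 and 1241 in the same order, against 834 in the real pattern. No adjusted p from limma over the 3 replicates was under 0.05 in any of the 4 patterns, so the count of 0 was equalled in 4 of 4. For the methods' t-test on the 8 arrays as separate replicates, the turned patterns gave 180, 973 and 1880 probes at an adjusted p of 0.05. The real pattern gave 1011. With the channels unpaired, 132 probes passed, and 1 of the 10 splits of the RNA samples gave a count as large. With females 3 and 4 as 2 replicates, 197 passed, and 1 of 8 patterns gave as many, while 161 passed in the next. The 7 probes called at an adjusted p of 0.05 in the real pattern stood against 6 in that other pattern. In neither case can chance be excluded by splits that are so few.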

How the results depend on the processing

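The alternatives were fixed before the data were examined, except leaving out females 3 and 4 together and taking the 8 arrays as separate replicates, which were chosen after seeing the data. Females 3 and 4 as 2 replicates was the planned design, and normexp fitted on all spots the first fit. Both became alternatives when females 3 and 4 were averaged and flagged spots were left out of the fit, after seeing the data. Their combinations with other settings were added then. The alternatives fixed beforehand were run with both changes where these apply, and the random block took females 3 and 4 as 1 block. The count of 0 probes at an adjusted p of 0.05 (limma, 834 at an unadjusted p under 0.05, 0 with the methods' t-test) was also 0 without background correction, with an offset of 0, with the scanner software's signals, with median centring, with no filter or a strict filter on dim probes, with each dye orientation alone, with unpaired channels and with normexp fitted on all spots. It was 80 with the 8 arrays, the dye as a term and the female as a random block, of which 73 were in the authors' list with the opposite sign. It was 7 with females 3 and 4 as 2 replicates, against 6 in another pattern of signs of the same 4 females, 45 with females 3 and 4 as 2 replicates and no replicate block, 1319 with the 8 arrays as separate replicates and 1011 with the methods' t-test on these 8 arrays. Of these calls, 7, 31, 439 and 257 were listed probes with the opposite sign. No call of a listed probe had the sign of the list, which follows from the opposite sign of the means and is no separate evidence on the direction. With females 3 and 4 as 2 replicates and either the methods' t-test or normexp fitted on all spots, the count was 0. The settings that gave calls count arrays or samples of nearly the same RNA more than once or model them by 1 correlation. In the test on simulated arrays, limma recovered 49.5% of probes changed by 2 on the log2 scale with 3 replicates. These probes were drawn at random and changed equally in every replicate, so the figure holds for probes with their spread. The probes matched to 1 entry of Table 1 had SDs between replicates from 0.18 to 3.77. Recovery was not tested for probes with a wide spread.

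The count past the paper's threshold was 96 in limma. It was 220 with the scanner software's signals, 188 with median centring, 384 with the dye term and random block, 156 on the arrays with sLh in Cy5 and 22 with the methods' t-test. It was 197 with females 3 and 4 as 2 replicates, as planned, 76 with normexp fitted on all spots, 139 with both, 61 with females 3 and 4 as 2 replicates and the methods' t-test, 381 with females 3 and 4 as 2 replicates and no replicate block, 612 with the 8 arrays as separate replicates and 453 with these and the methods' t-test. Leaving out females in turn gave 92 to 197, with 162 without female 2 and 197 without females 3 and 4. The other alternatives gave counts within 1.5 times the main one. Of the 96 probes, 94 were also selected without background correction, 84 with median centring, 93 with the dye term and random block, 41 without female 1, 47 without female 2 and 60 without females 3 and 4. The share with a higher mean in the channel labelled sLh was 55.2%, and it was 59.5% with the scanner software's signals, 46.3% with median centring, 67.3% on the arrays with sLh in Cy5, 38.2% on those with sLh in Cy3, 40.6% with the dye term and random block and 35.8% without female 2. It was 47.2% with females 3 and 4 as 2 replicates, 40.3% with these and normexp fitted on all spots, 29.4% with these and no replicate block, 32.4% with the 8 arrays as separate replicates and 33.3% with these and the methods' t-test, so that the 4 settings that selected the most probes had a majority with a lower mean. The cause was not tested in these cases.

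The log2 ratios of the 23 probes matched to 1 entry of Table 1 gave 524 values under the alternatives. Over the planned ones, 336 kept their direction and their side of an adjusted p of 0.05, and 4 passed it, all with the dye term and random block (mmp9, SOCS3, small inducible cytokine A13 and mimecan, whose entry is under 3-fold). Over the others, 155 kept both, 27 passed it and 2 changed direction. With females left out in turn, the ratio lay between -1.03 and 2.74 for programmed cell death protein 2 and between -1.74 and 0.42 for C1q TNF-related protein 5, and it changed direction without females 3 and 4, at -1.03 and 0.42. The cause was not tested.

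The pairing of control and sLh-treated follicles by female comes from the arrays, which hold both. With no replicate block, and 3 samples per group, limma called 0 probes and selected 132 at the paper's threshold, with 895 at an unadjusted p under 0.05. The planned analysis of the authors' processed table was not run, since its values are not log ratios. A slide block was not run, since it equals the dye term. The planned results for annotated gene classes were void, because 0 probes have a gene name. The signal over background limits the results for female 1, whose channels had as few as 44.4% of spots above background.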

Differences from the paper's values

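Table 1 has the direction of control over sLh by the dye labels. In this direction, the fold changes of named genes with 1 matched probe differed from the printed ones by less than the SD between replicates. That SD reached 3.77 on the log2 scale for programmed cell death protein 2. The closeness is no separate evidence, because the probes were chosen by equal values in a list whose means closely follow the same arrays. For prss23 this comparison is limited by saturation in the control channel.

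The direction itself differs between Table 1 and the dye labels, and the paper's qPCR of mmp2, raised by sLh, goes with Table 1. Table 1 and the text give prss23, ctsl, collagens, fibronectin, laminin and a tumor necrosis factor receptor as up-regulated by sLh and mmp9 as down-regulated. By the dye labels, the 788 probes of the authors' deposited list had the opposite sign, from which the same follows for the probes matched to Table 1, with a log2 ratio of -2.58 for prss23 and 2.00 for mmp9 in the channel labelled sLh. The probe for prss23 was saturated in the control channel on 4 of the 8 arrays, so the size of its ratio is understated on those arrays.

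The paper reports RNA from 4 separate females. Here the arrays of females 3 and 4 differed by less than the noise between arrays, which leaves 3 replicates.

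The paper gives the genes of its list and of Table 1 as significantly changed. Over the 8 columns of the authors' deposited list, taken as separate values, the methods' t-test gave a p under 0.01 for 453 of the 788 probes and not for 335. It did so for 18 of the 23 probes matched to 1 entry of Table 1. The paper gives n = 4 and does not state how the arrays entered its test, so its selection rule could not be rebuilt. These counts therefore do not show that listed probes failed the paper's own test. In limma with 3 replicates, none of the 177 probes with a value of Table 1 reached an adjusted p of 0.05 (lowest 0.576), and 11 of them passed the paper's threshold. Of the 23 probes, 4 were called with the 8 arrays, the dye as a term and the female as a random block, an alternative set before the data were examined. As run, this alternative took females 3 and 4 as 1 block, which was decided after seeing the data. Of the settings added after seeing the values, 18 were called with the 8 arrays as separate replicates, 8 with these and the methods' t-test, and 1 with females 3 and 4 as 2 replicates and no replicate block. The other settings called 0 of the 23.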

Other observations

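The tests of explanations in this part were all chosen after the results were seen. The arrays labelled as females 3 and 4 gave nearly the same log2 ratios. A like response to sLh in separate females is argued against, because it would leave their untreated levels as far apart as in other females. The control RNA differed by a robust SD of 0.0729 against 0.306 to 0.360 in the other pairs. The same RNA hybridised under both female numbers is a candidate explanation: the robust SD of the difference between them was 0.9402 times the noise between arrays of the same RNA. It exceeded the noise between the spots of an array, which leaves out differences between arrays. Whether the labels or the RNA were exchanged before or after labelling with dye was not tested, and neither was whether the follicles came from siblings.

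The list has the sign opposite to sLh over control by the dye labels in 788 of 788 probes. Dyes exchanged on 1 of the 2 arrays of a female are argued against, since the lowest correlation between the arrays of a dye swap was 0.614 after both were turned to sLh over control. From the arrays it remains open whether the list runs as control over sLh or the labels of both dyes are exchanged on all arrays. Both give the same values and cannot be told apart from the arrays. Outside the arrays, the paper reports by qPCR that sLh raised mmp2 mRNA in intact follicles, the direction of Table 1. It also reports a qPCR check of genes from the microarray. These qPCR values were not compared here. In the authors' processed table, 8 of 8 columns have the channel labelled sLh over the channel labelled control, the direction opposite to that of the list.

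More probes passed the paper's threshold when the 8 arrays were taken as separate replicates, with 453 by the methods' t-test, of which 415 were in the authors' list, than over the 3 replicates, with 22 by the same test. Arrays of the same RNA counted as replicates are a candidate explanation. With the arrays of female 2 turned round, so that a change shared by the females no longer adds up, 384 probes still passed, against 152 for female 1 and 316 for females 3 and 4.

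The response differed between the replicates. Across probes, which are not independent, the correlation of the log2 ratio was 0.130 between females 1 and 2, 0.173 between female 1 and females 3 and 4, and -0.05 between female 2 and females 3 and 4. Noise of dim probes is argued against, because the highest correlation between different females among the 4569 brightest probes was 0.207, and noise between arrays is argued against, because the difference between females was at least 3.03 times it. A difference between females in their response or stage is among the explanations left open and was not tested, as is a difference in sampling of the follicles. Of the 2361 probes past 1.8-fold in females 3 and 4 with a value in female 2, 39.0% changed in the same direction in female 2, and of the 2350 with a value in female 1, 58.3% did so there. Of the probes past 1.8-fold in female 1, 59.1% changed in the same direction in female 2 and 61.9% in females 3 and 4, and of those past it in female 2, 59.9% did so in female 1 and 49.1% in females 3 and 4. Past 1.8-fold in both, 213 probes changed in the same and 127 in opposite directions in females 1 and 2, 312 and 124 in female 1 and females 3 and 4, and 251 and 258 in female 2 and females 3 and 4.

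A shared part of the response was looked for as the probes past 1.8-fold in the same direction in all 3 replicates. There were 83, of which 82 were in the authors' list and 38 were higher in the channel labelled sLh. With the ratios of female 1, female 2 or females 3 and 4 turned round, there were 19, 34 and 36. Among the entries of Table 1 matched to 1 probe, the most even between the replicates were mimecan, an entry under 3-fold whose match to its probe carries little weight, with 1.40, 1.25 and 1.04, and small inducible cytokine A13, with 1.59, 1.65 and 2.104, in each case in female 1, in female 2 and in females 3 and 4. Their adjusted p from limma was 0.619 and 0.576 over 3 replicates and 0.0677 and 0.0570 with females 3 and 4 as 2 replicates. The largest ratio lay in females 3 and 4 for 17 of the 23 entries, and for 569 of the listed probes.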
